A study of Mus musculus with 8 samples. Its data were reported in "IFN-γ-dependent regulation of intestinal epithelial homeostasis by NKT cells" (2024).

How the data were processed

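Libraries were made with an mRNA kit and sequenced on an Illumina instrument. The methods of the study state that epithelial cells were sorted before RNA extraction, whereas the series description mentions a wash of the organoids to remove NKT cells and no sort. Which step preceded extraction in these samples was not resolved here. The authors counted reads per gene with featureCounts (version 1.6.4), and per the file headers this used paired-end mode, exon features grouped by gene, primary alignments and no strand option. The deposited values were whole-number counts with no normalization. The header named a refGene annotation of the mouse genome build before GRCm39, whereas the methods of the study named GRCm39 and HISAT2 for the mapping. This difference was not resolved here.

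Samples were grouped by their titles into 4 SIO and 4 SIO+NKT samples. The 16 count columns were not used, since their names matched none of the 8 samples. A test of SIO+NKT vs. SIO, gene set tests and their alternatives were fixed before the data were examined, and none of them was run. The header, the column names and the number of genes were read with Python (version 3.11.15). The count columns were inspected only to establish their unit (whole numbers, column totals and ranges), and no count entered a result.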

Results

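RNA-seq was performed on small intestinal organoids (SIOs), which are 3-dimensional epithelial cultures grown from mouse intestinal crypts. The labels describe 8 wild-type samples. Of these, 4 SIO samples were cultured alone, and 4 SIO+NKT samples were cultured with natural killer T (NKT) cells from the intestinal lamina propria. NKT cells are T lymphocytes that recognise lipids presented by CD1d. Both groups were harvested after 3 days. The comparison in this design is SIO+NKT vs. SIO, which the study made and for which it reported differentially expressed genes. It asks how the transcriptome of the organoid cells differs after culture with NKT cells. If the organoids were washed but not sorted, RNA from remaining NKT cells could be part of that difference. Each of the 4 WT numbers in the labels occurs in both groups, so the samples may be paired by number. The labels do not state whether a shared number marks the same mouse or organoid line. The series description states that the samples came from more than a single experiment, but no label gives the experiment of a sample.

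The deposited table held read counts for 25239 genes in 16 columns. Each column was named by a sequencing library number, and 0 of the 16 library numbers occurred in the sample labels or the series description. The number of columns was also larger than the number of samples in the series. Some columns may therefore belong to samples outside this series, which was not resolved here. Columns were not assigned to SIO or SIO+NKT from their order, because no label links that order to the samples. They were not assigned from their values either, because a group chosen by expression would carry the tested difference into the grouping. The counts were therefore not analysed here, and no expression value, depth per sample, fold change or test is given for SIO+NKT vs. SIO.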

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

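No paired analysis was possible because the count columns carry library numbers that match no sample label. None of the processing alternatives fixed before the data were examined was run, for the same reason, so nothing is known here of how SIO+NKT vs. SIO depends on the processing.

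Another 3 rules for matching column names to labels were tried, all chosen after seeing the column names. Each looked for one part of the name (the project part of the library number, the library part, or the sequencing index) as a whole word of the sample labels or series description. Each matched 0 of the 16 columns, as the whole library number did. The project part is shared by the columns, so a match on it could not have told SIO from SIO+NKT. These rules concern names only and give no information on expression or on how a result depends on the processing.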
